A study of Mus musculus with 3 samples.

How the data were processed

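RNA sequencing was measured in 3 independently derived mouse embryonic fibroblast lines, called line 1, line 2 and line 3 after their replicate numbers in the labels. Per the labels' protocols, total RNA was purified with a kit and libraries were made with a TruSeq RNA kit. The authors deposited 1 table of raw counts, listing lamina-associated domains (LADs), with 1 column of counts for each line. The column names describe the deposited counts as overlaps with an alignment file. The aligner, the rule for reads that align to several places, the use of strand, the counting tool and the genome build are not stated in the labels or the header. The table gives each LAD a chromosome, a start, an end and one of 3 classes, called class 1, class 2 and class 3 here after the authors' numbers. How LADs were called and how the classes were made is not stated in the labels either. The table lists LADs only, so the reads of a library outside LADs, and hence its full depth, are unknown. Values in CPM were computed here as counts scaled to 1000000 counts inside LADs in each line.

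The build was inferred from the data. LADs were overlaid on GENCODE release M21, an annotation of the mouse assembly GRCm38, at the coordinates given and at coordinates shifted by up to 1000 kb. Annotated exons covered 2.55% of LAD sequence unshifted, 2.66% after a shift of -50 kb and 3.94% after a shift of 1000 kb. Spearman's rho across LADs between exon density and transcript density was 0.43 unshifted and at most 0.37 at any other shift. On 19 of 19 chromosomes the exon share was lower unshifted than after a shift of 200 kb in either direction. Coordinates are therefore printed as the table gives them and read as GRCm38. No other mouse assembly was overlaid, so a build with offsets that are local or under 50 kb was not excluded.

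Low counts were mostly even numbers. Among LADs with 1 to 20 counts, 88.3% of values were even in line 1, 86.4% in line 2 and 85.9% in line 3. If both mates of a read pair were counted, a count is not an independent molecule, and 3 counts then amount to 1.5 read pairs. Floors given here cover counting error only. Intervals for shares describe spread over LADs, not between lines.

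Transcript density was computed as CPM per Mb of LAD, on the log2 scale after adding a pseudocount of 1, and averaged over the lines for each LAD. A difference between medians on this scale understates changes of LADs with few counts. Classes were compared by the difference of their medians with a two-sided permutation test of the class labels over LADs (100000 resamples), adjusted over the 3 class pairs by the Benjamini-Hochberg method. The smallest p-value these permutations can give is 1e-05 before adjustment. LADs are the units of that test, and neighbouring LADs are not independent. A two-sided exact sign test on the 3 lines cannot reach p under 0.05, since its smallest p is 0.25. Class differences in each line are therefore given as values, and no other test over lines was made. A LAD with no more than 3 counts in every line was called silent, and shares of silent LADs were compared by Fisher's exact test, two-sided. Intervals for shares are 95% Wilson intervals over LADs. Because the labels give 1 group with no contrast between groups of samples, edgeR was used only to estimate the spread between lines (common dispersion with an intercept-only design, TMM factors, LADs kept by filterByExpr). A difference between 2 lines has no replicate check and has no p-value. LADs were counted as differing between lines when the mean count was at least 10 and the highest and lowest TMM-scaled log2 values differed by at least 2, a 4-fold range.

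LADs named in the text are the 5 with the highest mean CPM, the highest of each class, and the 5 with the widest range between lines among those with a mean count of at least 10. This rule, the tests and most alternatives were fixed before the data were examined. The alternatives were another pseudocount (0.1), no division by length, TMM or DESeq2 factors, filters on low counts, means in place of medians, class labels shifted along the genome, and leaving out each line. Alternatives chosen after seeing the data were the pooled density of a class, comparisons within quintiles of LAD length or exon density, halved counts, and a floor of 6 counts. For each LAD the annotation gave the exonic bases, the overlapping genes, whether a gene crosses a border of the LAD, and whether it holds a pseudogene with at least 95% identity over at least 300 bases to a coding transcript (minimap2 alignment of GENCODE transcripts). There were 3193 such pseudogenes genome-wide, and 443 of the 1128 LADs held at least 1. No LAD of the X or Y chromosome is in the table used here, so a planned comparison of X-linked with autosomal LADs was not made.

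The class test and the 4-fold rule were tested on simulated data. Of 100 simulated sets with shuffled class labels, 5 gave a permutation p under 0.05. Shuffling separates neighbouring LADs, so this cannot show how their dependence affects the test. A simulated class shift of 2 on the log2 scale raised the difference of medians by 2.03 over a simulated set without the shift. The 4-fold rule was simulated with scaling by totals, not by TMM factors. With a simulated coefficient of variation of 0.2, which is below that of the real lines, 99.5% of 200 LADs raised 8-fold in a random line were recovered. Of the 639 unchanged LADs, 0% were called. Simulated coefficients of variation of 0.2, 0.4 and 0.8 were recovered by edgeR as 0.20, 0.39 and 0.75. Software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and minimap2 2.31.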

Results

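Transcription within lamina-associated domains was measured by RNA sequencing in 3 mouse embryonic fibroblast lines. LADs are long stretches of chromatin in contact with the nuclear lamina and are mostly repressed. The lines were derived independently from a single mouse colony, and each gave 1 library, so the spread between libraries includes the differences between lines. The table held 1128 LADs on 19 autosomes with a combined length of 1178 Mb (coordinates read as GRCm38). LAD length ranged from 17.5 kb to 11400 kb with a median of 544 kb. The counts in LADs were 1566086 in line 1, 1496099 in line 2 and 1726062 in line 3. The median count per LAD was 114, 79.5 and 169 in the same order. A count of 3, taken as the detection floor, corresponded to 1.92, 2.01 and 1.74 CPM in lines 1, 2 and 3, where CPM is the count scaled to 1000000 counts in LADs. The floor covers counting error only, and the intervals for shares below describe spread over LADs, not between lines. Low counts were mostly even, so a count cannot be taken as 1 independent molecule.

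The libraries were first compared with each other. Across LADs, Spearman's rho of log2(CPM + 1) was 0.97 between lines 1 and 2, 0.96 between lines 1 and 3, and 0.94 between lines 2 and 3. Pearson's r was 0.97, 0.95 and 0.94 for the same pairs. These are correlations across LADs within pairs of libraries, and LADs are not independent replicates. The pseudocount moved Pearson's r most, from a mean of 0.95 to 0.93 at a pseudocount of 0.1. The common biological coefficient of variation between lines estimated by edgeR was 0.46 over 753 LADs. Including every LAD with any count raised it to 0.55, and the estimate without line 3 was 0.37.

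Counts were concentrated in a few LADs. The 10 LADs with the highest mean CPM held 20.1% ± 1.21 (SD, n = 3 lines) of all counts in LADs. Ranked by mean CPM, 51 LADs (4.52% of the table) held 50% of the counts. The highest was a class 1 LAD at chromosome 4, 103290597 to 105115590, at 46491, 62138 and 42393 CPM in lines 1, 2 and 3. It averaged 50341 ± 10420 CPM (SD, n = 3) and overlaps 8 coding genes, among them Prkaa2, Dab1 and Oma1. It also holds Gm12715, a processed pseudogene aligning to the Actg1 transcript with 99.6% identity over 1128 bases, so the counts of this LAD are uncertain. The next was a class 1 LAD at chromosome 2, 174471859 to 179856841, with 26860 ± 3209 CPM (SD, n = 3), 54 coding genes and 14 pseudogenes near-identical to a coding transcript. The highest class 3 LAD lay at chromosome 3, 152828127 to 159893104, and averaged 20877 ± 3213 CPM (SD, n = 3). The highest class 2 LAD lay at chromosome 16, 84876899 to 85749395, and averaged 18176 ± 6318 CPM (SD, n = 3). It holds the coding genes App and Cyyr1, and no annotated gene crosses its borders. Its count was 43727 in line 3 against 20947 in line 1 and 23667 in line 2. The fifth was a class 2 LAD at chromosome 3, 123603220 to 125963211, with 15831 ± 2596 CPM (SD, n = 3). The last 3 LADs overlap 26, 2 and 6 coding genes and hold 4, 2 and 1 such pseudogenes. One count per LAD cannot assign reads to either.

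The design then asked how transcription differed between the classes of LADs, which the series describes as set apart by repressive histone methylation. Class 1 held 409 LADs that made up 66.8% of LAD sequence, class 2 held 407 that made up 22.2%, and class 3 held 312 that made up the rest. The median length was 1517 kb in class 1 and 236 kb in class 3, with class 2 between them. Class 1 took 60.1% ± 2.14 of the counts, class 2 took 23.2% ± 1.61, and class 3 took 16.7% ± 0.892 (SD, n = 3 lines each). Annotated exons covered 2.57% of class 1 sequence, 1.92% of class 2 sequence and 3.72% of class 3 sequence. The density of coding genes was 4.55 per Mb in class 1, 2.73 per Mb in class 2 and 6.18 per Mb in class 3.

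The median LAD of class 1 had the highest transcript density. The class median of log2(CPM per Mb + 1) was 7.64 ± 0.14 in class 1, 5.52 ± 0.45 in class 2 and 6.89 ± 0.68 in class 3 (SD, n = 3 lines). Class 1 exceeded class 2 by 2.15 on the log2 scale (raw permutation p = 1e-05, the smallest the permutations can give, adjusted p = 3e-05), and by 1.73, 2.50 and 2.14 in lines 1, 2 and 3. Class 3 exceeded class 2 by 1.41 (raw permutation p = 0.00217, adjusted p = 0.00325), and by 0.93, 1.23 and 1.95 in the 3 lines. Class 1 exceeded class 3 by 0.74 (raw and adjusted permutation p = 0.0181), and by 0.80, 1.27 and 0.20 in the 3 lines. The last difference was not past the threshold without line 2, where it was 0.46 (adjusted permutation p = 0.0661). It was also not past it when class labels were shifted along the genome so that neighbours stayed together (adjusted p = 0.126). A filter on low counts selects on the measured value itself. Among LADs with at least 10 counts summed over the lines, class 1 exceeded class 2 by 0.65 (adjusted permutation p = 0.0750) and class 3 exceeded class 2 by 1.16 (adjusted permutation p = 0.0596). Class 1 then lay below class 3, at -0.51 (adjusted permutation p = 0.176). Over the 12 alternatives of each difference, adjusted p ranged from 1.5e-05 to 0.457 for classes 1 and 2, from 1.5e-05 to 0.176 for classes 1 and 3, and from 3e-05 to 0.412 for classes 3 and 2.

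**Figure D1:**
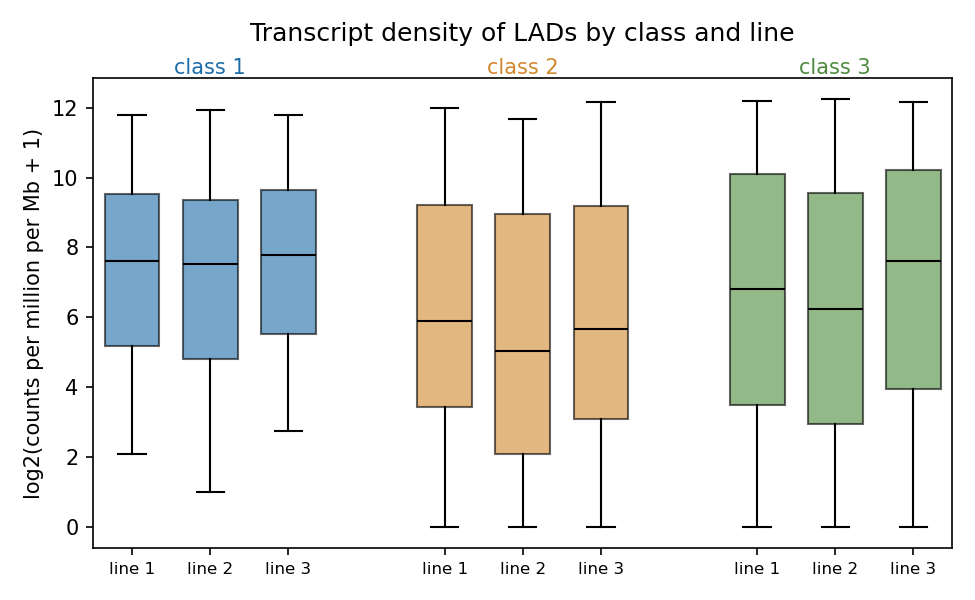
Transcript density of LADs, as log2(CPM per Mb + 1), for each class and line; boxes span the quartiles, the bar is the median and whiskers reach the 5th and 95th percentiles over LADs. The 3 class 1 medians lie between 7.52 and 7.79, and those of class 2 between 5.02 and 5.88.

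Pooling all counts and all sequence of a class gave another order. The pooled density was 764 ± 27.2 CPM per Mb in class 1, 887 ± 61.6 in class 2 and 1291 ± 68.9 in class 3 (SD, n = 3 lines). On the log2 scale class 1 lay at -0.76 against class 3 (adjusted permutation p = 0.0177), so class 3 was the denser by this measure. Class 1 lay at -0.22 against class 2 (adjusted permutation p = 0.457) and class 3 at 0.54 above class 2 (adjusted permutation p = 0.0927), neither past the threshold. Class 3 was denser than class 1 by this measure in each of the 3 lines. Class 3 minus class 2 was 0.62, 0.58 and 0.43 on the log2 scale in lines 1, 2 and 3. Class 1 minus class 2 was -0.25, -0.052 and -0.34 in the same order. The permutation tests use LADs as units and do not test how alike the lines were.

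**Figure D2:**
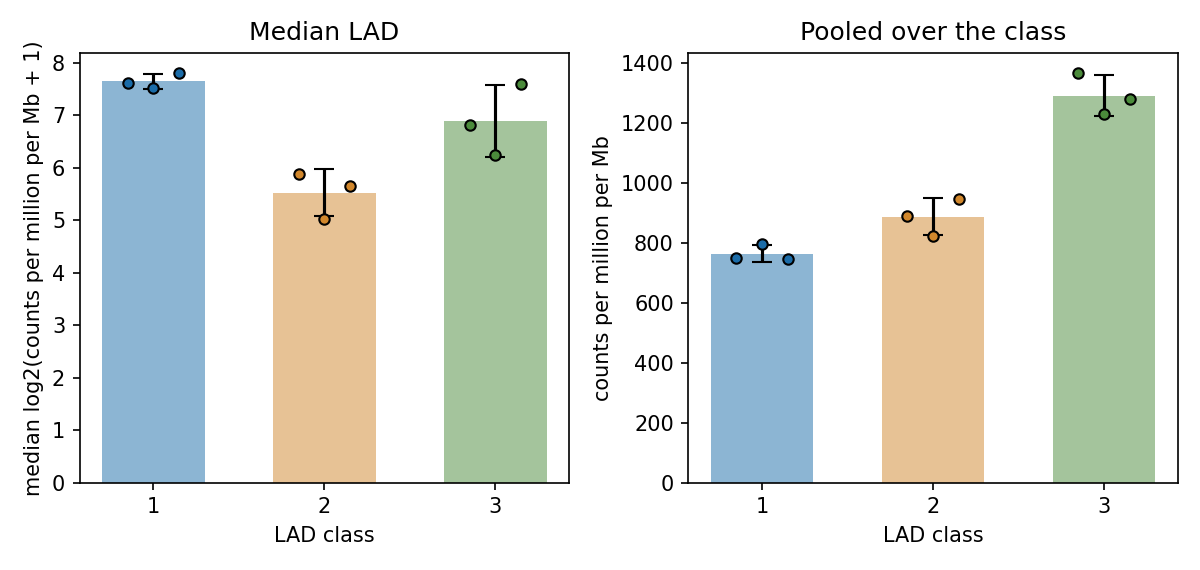
Transcript density of each LAD class as the median over its LADs (left, log2 of CPM per Mb + 1) and as pooled counts over pooled sequence (right, CPM per Mb); points are the 3 lines, bars their mean and error bars 1 SD. Class 1 has the highest mean on the left, at 7.64, and the lowest on the right, at 764.

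Length differed between classes and was related to transcript density. Across the 1128 LADs, Spearman's rho of length with density was 0.34 (permutation p = 1e-05, the smallest the permutations can give). Within classes rho was 0.17 in class 1, 0.43 in class 2 and 0.32 in class 3 (adjusted permutation p = 0.000860, 1.5e-05 and 1.5e-05). Among LADs with at least 10 counts summed over the lines, rho was 0.055 (permutation p = 0.0950). Within quintiles of length, class 3 exceeded class 2 by 2.08 (adjusted permutation p = 3e-05) and class 1 exceeded class 2 by 1.11 (adjusted permutation p = 0.0327). Class 1 against class 3 was -0.92 within quintiles (adjusted permutation p = 0.0861). In the shortest quintile the class medians were 6.35 in class 1 (13 LADs), 2.26 in class 2 (117 LADs) and 4.39 in class 3 (96 LADs). In the longest quintile they were 8.15 in class 1 (174 LADs), 8.23 in class 2 (43 LADs) and 10.7 in class 3 (9 LADs).

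**Figure D3:**
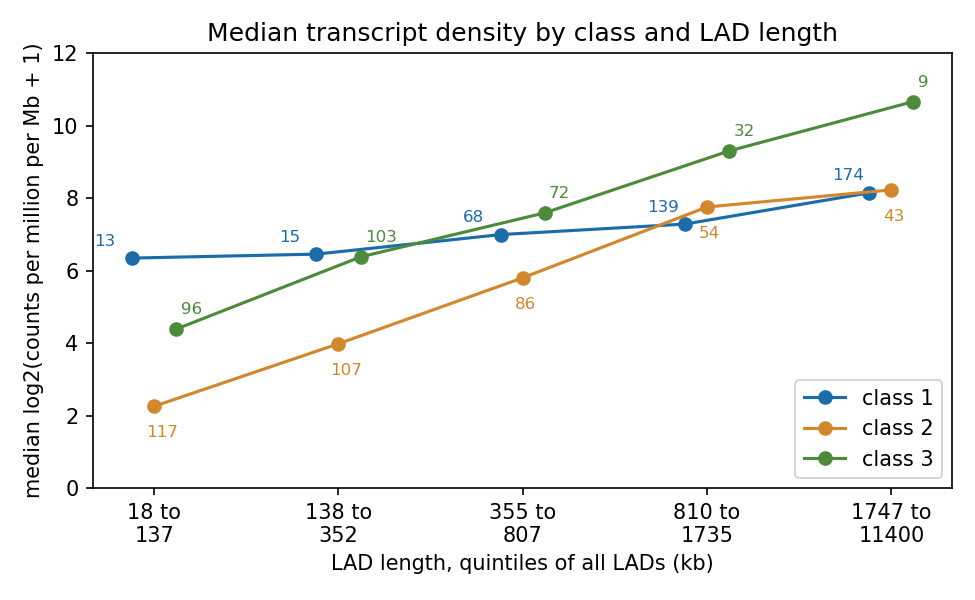
Median transcript density of the 3 LAD classes, as log2(CPM per Mb + 1), in quintiles of LAD length in kb; the number beside each point is the number of LADs. Class 2 rises from 2.26 in the shortest quintile to 8.23 in the longest, while class 1 rises from 6.35 to 8.15.

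No transcription was detectable at this depth in 136 of 1128 LADs (12.1%), which had no more than 3 counts in every line. Of these, 66 had 0 counts in every line. Silent LADs were short, with a median length of 92.5 kb against 691 kb for the others. The silent share was 1.71% in class 1 (7 of 409, 95% Wilson interval 0.831% to 3.49%), 20.1% in class 2 (82 of 407, 16.5% to 24.3%) and 15.1% in class 3 (47 of 312, 11.5% to 19.5%). Fisher's exact test gave p = 2.36e-19 for class 2 against class 1 (adjusted 7.09e-19) and p = 6.06e-12 for class 3 against class 1 (adjusted 9.08e-12). The difference between classes 2 and 3 was 5.08 percentage points (adjusted p = 0.0953 by Fisher's exact test). It was past the threshold when silent meant 0 counts in every line (6.34 percentage points, adjusted p = 0.00365), without line 2 (6.48 percentage points, adjusted p = 0.0348) and within quintiles of length (6.96 percentage points, adjusted permutation p = 0.0208), over alternatives with adjusted p from 0.00365 to 0.474. Within quintiles of length, the excess of class 3 over class 1 was 2.81 percentage points (adjusted permutation p = 0.299) and was no longer past the threshold. The excess of class 2 over class 1 was 6.60 percentage points (adjusted permutation p = 0.0326). That excess rested on the shortest quintile, where 60 of 117 class 2 LADs and 1 of 13 class 1 LADs were silent. Shares were close in the next quintile (21 of 107 against 3 of 15). In quintile 3 they were 1 of 86 against 0 of 68, and in quintile 4 class 1 had more (0 of 54 against 3 of 139).

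Differences between lines were described without a test, since each line had 1 library. Of 839 LADs with a mean count of at least 10, 152 (18.1%) differed at least 4-fold between the highest and lowest line. Counting noise alone, simulated 100 times with read pairs as units, gave between 0 and 7 such LADs. The rule was not simulated at the coefficient of variation of 0.46 between lines. The number therefore cannot separate changes of single LADs from the general spread between lines. The share was 14.6% in class 1 (55 of 377), 20.9% in class 2 (53 of 253) and 21.1% in class 3 (44 of 209). Line 3 was the highest in 99 of the 152 LADs and line 2 the lowest in 94. TMM scaling raised line 2 by a median of 0.12 on the log2 scale relative to scaling by totals, and by totals 153 LADs differed, with line 2 the lowest in 99. The count fell to 55 without line 3 and to 81 without line 2. Among the 44 such LADs of class 3, line 3 was the highest in 37.

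The widest range among LADs was at chromosome 12, 18752685 to 18860184 (class 1, no coding gene), with 3, 0 and 191 counts in lines 1, 2 and 3. Against the detection floor, line 3 was at least 55.2-fold higher than line 2. A class 2 LAD at chromosome 6, 92954354 to 93651850, also without a coding gene, had 26, 0 and 122 counts in lines 1, 2 and 3. The next 3 were class 3 LADs. One at chromosome 19, 24486014 to 24841011, overlapping Pip5k1b, Tmem252 and Pgm5, had 0, 2 and 108 counts. One at chromosome 12, 104082415 to 104399913, covers a cluster of Serpina3 paralogs, whose reads can be shared between copies, and had 102, 12 and 1048 counts. Line 3 there was 75.7-fold higher than line 2 in CPM. One at chromosome 17, 67668875 to 67821373, had 2, 0 and 104 counts, and its only annotated gene is Lama1, which extends across the border of the LAD. In each of these 5 LADs line 3 was the highest, and at least 1 annotated gene crossed a border.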

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

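The tests in this part were chosen after the result was seen, and the reading of each by a 95% bootstrap interval (2000 resamples) was added after the permutation p-values were known. The rule as first written used the sign and the permutation p alone. The interval moved 9 of 22 class tests, here and under other observations, to undecided: 4 of these explanations had been excluded by p alone and 5 had been kept. Library depth was read by repeated thinning instead, a choice made after both were known, and the background was tested again by the difference it predicts after a first comparison had used the wrong measure.

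The observed class differences were not equal in the 3 lines. The deviation of a line in a LAD is its log2 transcript density minus the mean of the other two lines. The 3 deviations of a LAD sum to 0, so comparisons in different lines are not independent of each other. Of 9 comparisons of such deviations between classes, 2 passed an adjusted permutation p of 0.05, both narrowly. Both involve class 3 and may share a source. The permutations did not keep neighbouring LADs together. In line 3 the median deviation was 0.24 higher in class 3 than in class 2 (0.24 against 0, raw permutation p = 0.00581, adjusted p = 0.0457). In line 2 it was 0.16 higher in class 1 than in class 3 (-0.16 against -0.32, raw permutation p = 0.0101, adjusted p = 0.0457). These medians include LADs with 0 counts in every line, whose deviation is 0 by definition. There were 1 in class 1, 48 in class 2 and 17 in class 3. The class 2 median of 0 is therefore not a measured lack of change. Line 3 was the highest of the 3 lines in 49.8% of the 265 class 3 LADs above the floor, 44.0% of the 402 of class 1 and 39.4% of the 325 of class 2. Each line is a single library, so a line and its library cannot be separated.

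For class 3 against class 2 in line 3, the tables argue against several technical explanations. Thinning every library to the smallest total left the difference at 0.24 (permutation p = 0.0123). Over 100 thinnings it ranged from 0.19 to 0.31, which counts against unequal totals inside LADs. Those totals were close (1566086, 1496099 and 1726062 counts in lines 1, 2 and 3), so thinning removed little. Full depth is unknown, and the median count per LAD was 114, 79.5 and 169 before thinning. Library depth in this wider sense stays open. Among LADs with no pseudogene near-identical to a coding transcript the difference was 0.37 (permutation p = 0.00531). A uniform background of reads would raise sparse LADs most on the log2 scale. In 73 LADs without an annotated exon, leaving out the one with the most counts, line 3 exceeded the mean of the other two lines by 7.98 CPM per Mb. Adding that amount to the other two lines predicts a difference of -0.14 between classes 3 and 2, below the interval of the one seen (0.074 to 0.43). Low counts, LAD length and genes across LAD borders stay open. The difference was 0.14 among LADs with at least 100 counts summed over the lines (permutation p = 0.209) and 0.098 within quintiles of length (permutation p = 0.295). Among LADs with no gene across a border it was 0.24 (permutation p = 0.0450, interval -0.0027 to 0.77), which p alone would have counted against border genes. The intervals of these tests include both 0 and the value over all LADs. The length test used LADs of any length, and its lower estimate leaves a contribution of length open. A difference between the lines themselves may also contribute and was not tested.

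For class 1 against class 3 in line 2, LAD length is a candidate explanation. Within quintiles of length the difference was -0.19 (permutation p = 0.164, interval -0.44 to 0.090), which excludes the 0.16 seen over all LADs. The interval of the difference over all LADs itself includes 0 (-0.016 to 0.32), so the pattern is uncertain. The difference was 0.17 after thinning (permutation p = 0.00670, interval -0.0015 to 0.34) and ranged from 0.11 to 0.19 over 100 thinnings. The range over thinnings counts against unequal totals inside LADs. Those totals were close, so library depth in the wider sense stays open. The interval includes both 0 and 0.16, so read by the interval alone unequal totals would stay open too. Low counts, border genes and pseudogenes stay open, since the intervals of their tests include both 0 and 0.16, although p alone would have counted against low counts and border genes. The difference was 0.13 among LADs with at least 100 counts summed over the lines (permutation p = 0.0403). It was 0.33 without genes across borders (permutation p = 0.00552) and -0.12 without near-identical pseudogenes (permutation p = 0.737).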

How the results depend on the processing

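Alternatives chosen only after results were seen were pooled density, quintiles of length or exon density, halved counts and a floor of 6 counts. The class differences in median density kept their direction and their side of the threshold with a pseudocount of 0.1, TMM factors and means in place of medians. Among LADs with at least 10 counts summed over the lines, class 1 minus class 2 was 0.65 and class 3 minus class 2 was 1.16, no longer past the threshold, and class 1 minus class 3 turned to -0.51. That filter selects on the measured value itself, so it does not show which difference rests on the lowest LADs. Without division by LAD length, class 3 minus class 2 was 0.71 and no longer past the threshold. Shifting class labels along the genome left class 1 minus class 3 at 0.74 but not past the threshold. Class 1 minus class 3 ranged from 0.46 to 1.11 across the 3 fits that each left out one line, and lost its call without line 2.

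Pooled density turned class 1 minus class 2 to -0.22 and class 1 minus class 3 to -0.76, and left class 3 minus class 2 at 0.54, not past the threshold. Within quintiles of LAD length, class 1 minus class 3 turned to -0.92. Within quintiles of exon density, class 3 minus class 2 turned to -0.37. Length, exon density, and for pooled density of classes 1 and 3 the highest LADs and pseudogenes, are tested under other observations. For the other pooled differences the cause was not tested.

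For silent LADs, class 2 minus class 3 became past the threshold when silent meant 0 counts in every line (6.34 percentage points) and within quintiles of length (6.96 percentage points). It ranged from 2.36 to 6.48 percentage points across the fits that left out one line, and was past the threshold without line 2 (6.48). Class 3 minus class 1 fell to 2.81 percentage points within quintiles of length, not past the threshold. The number of silent LADs was 66 with 0 counts in every line and 248 with no more than 10, against 136, so the number depends on the count cutoff. Its dependence on depth was not tested.

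The mean Pearson's r between lines moved to 0.93 with a pseudocount of 0.1 and to 0.94 with LADs of at least 10 counts. The coefficient of variation between lines moved to 0.55 with LADs of any count, and ranged from 0.37 to 0.51 across the fits that left out one line. The number of LADs differing at least 4-fold ranged from 55 (without line 3) to 116 across those fits, partly because 2 lines have a narrower range than 3. The relation of length to density fell to 0.055 among LADs with at least 10 counts, no longer past the threshold. In all, 61 settings were counted as leaving their result the same, and 24 changed it: 8 moved, 8 weaker, 3 stronger and 5 reversed. Tested results were judged by direction and side of the threshold, numbers of LADs by a fold range, and other values by a standard deviation. The fold range was wide. It counted as the same 201 silent LADs at no more than 6 counts against 136, and 106 LADs differing 4-fold at a mean count of at least 50 against 152. Restricting to autosomes changes nothing, since no other chromosome is in the table used here, and the comparison of X-linked LADs was not run. No paired comparison between groups of samples was possible because all 3 libraries belong to 1 group. Class differences are paired within lines, and their values in each line were described without a test over lines.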

Other observations

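The tests within quintiles of length and exon density below were chosen after the main class differences were seen. Like those of borders and pseudogenes, they were set out before their own results were seen. The comparison of odd and even counts and the test of pooled density without the highest LADs of each class were chosen after. The bootstrap intervals were added after the permutation p-values were known.

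The order of the classes in median density may reflect how the classes differ in length and gene content. Class 3 above class 2 held within quintiles of length at 2.08 (adjusted permutation p = 3e-05) and without near-identical pseudogenes at 1.19 (adjusted permutation p = 0.0197). Within quintiles of exon density it vanished, at -0.37 (adjusted permutation p = 0.412, interval -1.11 to 0.66), so the larger exon content of class 3 is a candidate explanation. Among LADs with no gene across a border it was 0.52 (adjusted permutation p = 0.302), with an interval too wide to decide. Class 1 above class 3 held within quintiles of exon density at 1.17 (adjusted permutation p = 0.000300) and without genes across borders at 2.31 (adjusted permutation p = 0.00117). Within quintiles of length it turned to -0.92 (interval -2.13 to 0.12), which is in line with the greater length of class 1 LADs as its source. Without near-identical pseudogenes it was 0.097 (adjusted permutation p = 0.907, interval -1.17 to 1.34), which decides nothing. Class 1 above class 2 held within quintiles of exon density at 0.94 (adjusted permutation p = 0.00423). It also held without genes across borders at 2.83 (adjusted permutation p = 3e-05) and without near-identical pseudogenes at 1.28 (adjusted permutation p = 0.0197). Within quintiles of length it was 1.11 with a permutation p of 0.0327 and an interval of -0.24 to 2.19, so length stays open there, although p alone would have counted against it.

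The higher pooled density of class 3 over class 1 was not carried wholly by the LADs with the most counts. The 10 highest LADs of class 3 held 38.6% ± 1.30 of its counts, and those of class 1 held 29.9% ± 2.51 (SD, n = 3 lines). Without the 10 highest LADs of each class the difference was 0.71 ± 0.08 on the log2 scale (SD, n = 3 lines), positive in each line. Leaving out those of class 3 alone lowered it to 0.26 ± 0.09 (SD, n = 3 lines), also positive in each line. Among LADs without near-identical pseudogenes it was 1.71 ± 0.32 (SD, n = 3 lines; 147 class 1 and 232 class 3 LADs), positive in each line. The larger exon content of class 3 was not tested for this measure.

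Most of the LADs with the most counts hold a pseudogene near-identical to a coding transcript. The abundance of the coding genes was not measured. Of the 56 LADs in the top 5% by CPM, 50 (89.3%) held a pseudogene near-identical to a coding transcript, against 393 of the other 1072 (36.7%). Within quintiles of length the shares differed by 38.3 percentage points (permutation p = 2e-05), and within quintiles of the number of coding genes by 41.4 percentage points (permutation p = 1e-05, the smallest the permutations can give). Only 3 quintiles held enough top LADs to enter either test. The LADs with such a pseudogene took 80.8% ± 2.07 (SD, n = 3 lines) of the counts with 65.9% of the sequence. Among the 10 highest LADs, chosen after their values were seen, the copies include Gm12715 on chromosome 4 (Actg1, 99.6% identity over 1128 bases), Gm5559 on chromosome 5 (Gapdh, 99.9% over 1002 bases) and Gm4617 and Gm9800 on chromosomes 3 and 14 (both Ptma, 99.1%). A candidate explanation is that reads of the matching coding genes were counted at the copies. The table cannot show it, since it gives 1 number per LAD and the rule for reads with several alignments is not stated. Counts per position within these LADs would decide it.

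Counts were more often even than odd. Among values of 1 to 20, the lowest share of even values in a line was 85.9% (line 3, 95% Wilson interval 80.4% to 90.0%, exact binomial p = 7.22e-27). The share fell with the count, to 57.8%, 49.2% and 55.6% above 1000 counts in lines 1, 2 and 3. This is consistent with both mates of a read pair counted separately, with unpaired alignments adding odd values as counts grow. Halving the counts lowered the coefficient of variation between lines from 0.46 to 0.42.

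One LAD without any annotated gene stood out and was chosen after its values were seen. At chromosome 18, 68621300 to 68716299 (class 2), the counts were 1760, 1994 and 1502 in lines 1, 2 and 3. Of the 74 LADs with no annotated exon, the next highest had 111, 90 and 114 counts. It averaged 1109 ± 232 CPM (SD, n = 3 lines). No biological explanation was tested.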
